A study of Homo sapiens with 14 samples. Its data were reported in "Histone-methyltransferase KMT2D deficiency impairs the Fanconi anemia/BRCA pathway upon glycolytic inhibition in squamous cell carcinoma" (2024).

How the data were processed

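ChIP-seq libraries of SCC23 cells, an established line of human head and neck squamous cell carcinoma (HNSCC), were described by 14 sample labels. They covered an antibody to the histone methyltransferase KMT2D, an input, and antibodies to H3K4me1, H3K27ac, H3K4me3, H3K27me3, H3K9me3 and H3 in KMT2D-WT and KMT2D-KO cells kept without glucose. Samples were grouped by antibody and genotype as the labels give them. The peak list of 1 library, KMT2D ChIP in KMT2D-WT cells, was analysed. The other libraries were not analysed here, so no comparison between genotypes or antibodies was made.

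The authors mapped reads to hg19 (GRCh37) with Bowtie2, kept uniquely mapped reads and called peaks with MACS2 under a p-value threshold. No pooling of ChIP libraries is stated. The highest p-value in the list was 0.00984. The deposited fold enrichment is the ratio, at the peak summit, of the scaled ChIP pileup to the local background, each with a pseudocount added. The deposited significance columns hold the −log10 of the p-value and the −log10 of the q-value at the summit. The deposited score equalled the whole part of the −log10 p multiplied by 10 in 100% of lines. These values are the authors' own for each peak and were used only to describe, rank or filter peaks within the list.

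The number of ChIP fragments over each summit and the local background were rebuilt from the fold enrichment and the p-value. MACS2 derives both from the same pair of quantities, and the fragments must be a whole number. A common scale of 0.381 and a genome-wide background of 1.10 scaled fragments gave a whole number for all 13808 peaks, with a largest gap of 0.0121 between the deposited and the rebuilt −log10 p. The local backgrounds under a value of 6 that were neither whole nor at the genome-wide level lay on the steps that windows of 10 kb give for a fragment length of 183.4 bp (100% of 5142 backgrounds, against a median of 7.97% for other lengths). A scale below 1 is what MACS2 applies to a ChIP library deeper than its control. The control that the authors used is not named in the methods, and it is called the control here. The inverse of the scale, which is the ratio of ChIP to control coverage as MACS2 counted them, was 2.63. Whether MACS2 handled read pairs or single reads could not be settled: the fragment length was not a whole number, which MACS2 gives for pairs, while the study's reporting form states that the libraries were sequenced as single-end reads and names a single-read format. Total library depths, the ratio of fragments between the 2 libraries and duplicate reads depend on that and were not analysed here. The rebuilding was tested on 3 simulated lists, of which the smallest held 9762 peaks. Their scales all lay above the 0.381 of the data, so recovery at that scale was not simulated. The lists were made with the formulae that the rebuilding inverts, so they test the inversion and not how MACS2 computed its values. The exact fragment number was recovered for at least 96.42% of peaks and the background to within 2% for at least 96.86%. The lowest values came from the list whose scale was slightly underestimated, and among peaks that met the tolerance on the rebuilt p-value the exact number was recovered for at least 99.56%. Every deposited peak met that tolerance.

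Peaks per Mb were computed over the span from the first to the last peak of each chromosome, with exact Poisson intervals at the 95% level. Shares were given with Wilson intervals. All intervals cover counting error only and treat peaks as independent. Clusters were peaks of chromosomes 1 to 22 and X stitched over gaps of up to 12500 bp, with at least 3 peaks, and were set beside 1000 shuffles of the peaks within their chromosome. With 13136 peaks placed at random 20 times, the ratio of observed to shuffled clusters was 1.069, and 186 clusters were gained after 199 had been planted. A local background of at least 5 times the genome-wide level was called high, and of at least 2 times, raised. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

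Coordinates are GRCh37 as in the list, counted from 1. The genome and annotation at hand were GRCh38, and 13 of the 23 chromosomes carried a peak beyond their GRCh38 length, so no annotation was joined to a peak and no coordinate was converted. Of 11 results planned before the data were examined, 3 were run. The other 8 need a GRCh37 annotation or sequence (promoters, genes with a peak at the transcription start site, Fanconi anemia and comparison gene lists, single loci, genomic features and motifs) and were not analysed here. The rule for named items was the study's example loci, Fanconi anemia genes with a peak, the 10 peaks of highest fold enrichment on chromosomes 1 to 22 and X with their nearest gene, and the 5 clusters with most peaks. Only the positions of the 10 peaks and the 5 clusters could be given. Alternatives were stricter q-value thresholds, the 6904 peaks with the highest fold enrichment, other gaps and cluster sizes, other shuffles, and a filter on the local background.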

Results

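The data were 1 list of KMT2D peaks from KMT2D-WT SCC23 cells deprived of glucose. KMT2D is a histone methyltransferase acting mainly at enhancers, and the study used this library to locate its binding sites. There were no replicates, so differences between peaks were not tested across libraries. The list held 13808 peaks on 39 contigs and covered 6.12 Mb. The median peak was 341 bp wide (interquartile range 242 to 525 bp), and 757 peaks (5.48%) were wider than 1000 bp. Median fold enrichment was 3.93 (interquartile range 3.14 to 5.39). It was 7.56 in the peaks wider than 1000 bp and 3.87 in the others.

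The depth behind single peaks was modest. A median of 25 ChIP fragments lay over the summit (interquartile range 18 to 39), against 2.88 fragments that the genome-wide background gives. The smallest number was 11. A q-value of at most 0.05 was reached by 8075 peaks (58.5%, 95% Wilson interval 57.7 to 59.3%) and a q-value of at most 0.01 by 6582 peaks (47.7%, 46.8 to 48.5%). The other 5733 peaks had a q-value above 0.05, and 1963 of these had a q-value of 1. Peaks with a q-value above 0.05 had a median of 17 fragments and a median fold enrichment of 3.09. Those at or below it had 34 fragments and a fold enrichment of 5.03. The stricter q-value threshold of 0.01 moved the number of peaks most, to 6582.

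Chromosomes 1 to 22 and X carried 13136 peaks, or 4.49 per Mb of the span that peaks covered. Density was highest on chromosome 17, with 876 peaks and 10.8 per Mb (95% Poisson interval 10.1 to 11.5). Chromosome 22 had 9.97 per Mb (8.95 to 11.1) and chromosome 19 had 7.90 (7.19 to 8.65). Density was lowest on chromosome X, with 147 peaks and 0.948 per Mb (0.801 to 1.11), followed by chromosome 18 with 1.68 (1.40 to 2.01). Chromosome 17 had 11.4 times the density of chromosome X (95% interval 9.57 to 13.6). Restricting the list to the 6904 peaks with the highest fold enrichment moved this ratio most, to 10.5. The intervals treat peaks as independent, although 33.8% of peaks lay in clusters (below), so they are likely too narrow. On chromosome X, 20 of the 147 peaks lay in 1 cluster.

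**Figure D1:**
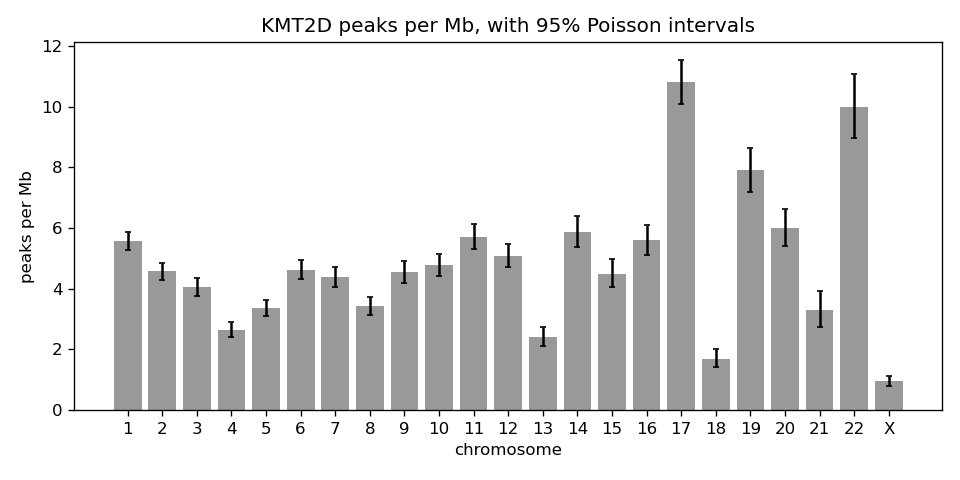
Peaks per Mb (y axis) for chromosomes 1 to 22 and X (x axis), with bars from 0 and lines for the 95% Poisson interval of the count. Chromosome 17 stands highest at 10.8 peaks per Mb and chromosome X lowest at 0.948.

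The highest fold enrichment was 26.9, at chromosome 11 positions 67139886 to 67143884, where 146 fragments lay over the summit. It was followed by 26.0 at chromosome 22 positions 27869469 to 27873113, and the next peak lay at chromosome 1 positions 201976970 to 201977998 with 135 fragments over the summit. Fold enrichment was 23.5 at chromosome 9 positions 137270542 to 137272479 and 22.9 at chromosome 22 positions 30601261 to 30603456. Further peaks were at chromosome 17 positions 18621797 to 18622959 (22.5), chromosome 9 positions 132095850 to 132097156 (22.3) and chromosome 19 positions 12893112 to 12895334 (21.8). The last of the 10 were at chromosome 9 positions 132524218 to 132525366 (21.2) and chromosome 14 positions 100045194 to 100047139 (21.0). The local background at these 10 peaks lay between 1.00 and 1.67 times the genome-wide level. The lowest p-value belonged to another peak, at chromosome 20 positions 33892659 to 33894990, with a −log10 p of 119.9, 319 fragments, a fold enrichment of 20.4 and a local background 4.56 times the genome-wide level. It was chosen after its values were seen.

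Whether peaks gathered in clusters was asked by stitching neighbouring peaks. Without an annotation, the clusters could not be assigned to enhancers or to repeats. There were 1071 clusters of at least 3 peaks, which held 4437 peaks (33.8%). Shuffles within the chromosome gave a mean of 58.4 clusters (SD 7.36 over 1000 shuffles, range 38 to 81), so that the observed number was 18.3 times higher. The ratio depended on the shuffle and fell to 3.57 when peaks were moved only within 500 kb, an alternative chosen after seeing the data. The cluster with most peaks held 27, at chromosome 1 positions 228745144 to 228782329. The next held 20 peaks at chromosome X positions 114960456 to 115005312. Another 16 peaks lay at chromosome 6 positions 10400583 to 10464131, 15 at chromosome 22 positions 30591967 to 30654221, and 14 at chromosome 1 positions 161410371 to 161441933. In this order, the median local background of the 5 clusters was 3.85, 1.76, 1.07, 1.24 and 2.74 times the genome-wide level, so that it was raised in both chromosome 1 clusters. The chromosome 22 cluster contained the peak with a fold enrichment of 22.9 given above.

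Contigs other than chromosomes 1 to 22 and X carried 672 peaks (4.87%, 95% Wilson interval 4.52 to 5.24%). A single decoy contig, which gathers human sequence missing from the assembled chromosomes, carried 613 of them. Another 58 lay on 14 unplaced and unlocalized contigs and 1 on chromosome Y. Median fold enrichment was 1.99 on the decoy contig and 4.01 on chromosomes 1 to 22 and X.

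**Figure D2:**
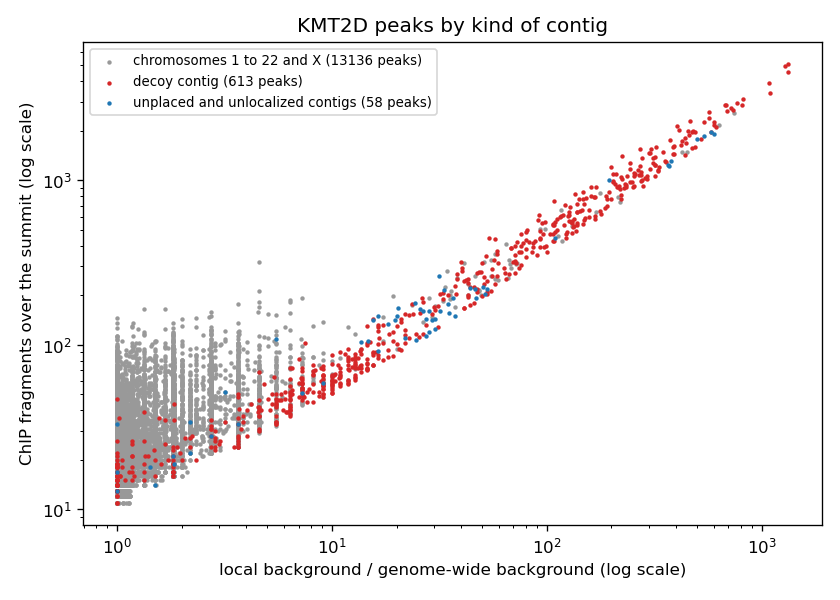
ChIP fragments over the summit (y axis, log scale) against local background as a multiple of the genome-wide background (x axis, log scale), 1 point per peak, coloured by kind of contig. The median background was 14.6 times the genome-wide level on the decoy contig and 1.11 times on chromosomes 1 to 22 and X.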

Values the study reported

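The study reported that 34.72% of KMT2D peaks lay in a first class of active enhancer and 33.23% in a second. It placed 11.79% of the peaks at active transcription start sites. These shares rest on chromatin states built from the histone libraries and have no counterpart among the results above.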

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

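All tests in this part were chosen after the result was seen. Signal appeared in contigs that the comparisons between chromosomes do not use. The decoy contig carried 613 peaks and the unplaced and unlocalized contigs 58.

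A candidate explanation is sequence present in more copies in the cells than in the assembly, which raises ChIP and control reads alike. The local background was high at 77.3% of decoy peaks (95% Wilson interval 73.8 to 80.5%) and at 79.3% of peaks on unplaced and unlocalized contigs (67.2 to 87.7%), against 1.51% on chromosomes 1 to 22 and X (1.31 to 1.73%). A q-value of at most 0.05 was reached by 51.4% of decoy peaks, beside 58.8% on chromosomes 1 to 22 and X. Many would thus pass a stricter threshold. The q-value takes the background as known, and decoy peaks had a median of 88 fragments over the summit. At such counts a small excess can pass, so errors in the background are not excluded. Fold enrichment of the decoy peaks was low, with a median of 1.99. Real KMT2D binding at some of these sequences stays open, and no biological explanation was tested.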

How the results depend on the processing

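Alternatives by q-value, fold enrichment, gap and cluster size were fixed before the data were examined. The filter on local background, the other shuffles, the whole-fragment p-values, the background thresholds for runs and all alternatives for the share outside chromosomes 1 to 22 and X were chosen after seeing the data. Of 32 alternative values, 12 stayed within the range set for their own result, 20 moved and 0 changed direction. These labels cannot be compared between results: 815 clusters against 1071 counted as within range, whereas a ratio of 21.96 against 18.3 counted as moved. No paired analysis was possible because data were at hand for only 1 of the 14 samples.

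The number of peaks fell from 13808 to 8075 at a q-value of at most 0.05 and to 6582 at 0.01, by construction. It was 13136 on chromosomes 1 to 22 and X, 13090 without peaks of high background, and 13808 with repeated intervals counted once. The ratio of peak density between chromosomes 17 and X stayed between 10.5 and 12.1 under the 3 alternatives.

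Clusters numbered 521 and 385 under the q-value thresholds of 0.05 and 0.01, 427 among the 6904 peaks with the highest fold enrichment, 670 with gaps of up to 5000 bp and 267 with at least 5 peaks, against 1071. Gaps of up to 25000 bp gave 1344. Without peaks of high background there were 1049 clusters and without peaks of raised background 815. Fewer peaks or a stricter definition yield fewer clusters by construction. The ratio of observed to shuffled clusters was 18.3. It was 41.4 and 56.5 under the q-value thresholds, 48.5 among the peaks with the highest fold enrichment, 58.1 with gaps of up to 5000 bp, 7.06 with gaps of up to 25000 bp and 547.1 with at least 5 peaks. It was 18.7 without peaks of high background and 21.96 without peaks of raised background. The ratio of 547.1 rests on a shuffled mean of 0.488 clusters. It was 5.30 when stretches of at least 1 Mb without peaks were left out of the shuffles and 3.57 when peaks moved only within 500 kb. All of these ratios lay above 1.

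The share of peaks outside chromosomes 1 to 22 and X was 4.27% and 4.28% at the q-value thresholds and 0.406% among the 6904 peaks with the highest fold enrichment, against 4.87%. Low fold enrichment on those contigs accounts for the last value. A p-value of at most 1e-05 was reached by 6920 peaks as deposited and by 12577 when the Poisson p-value was computed on whole fragments against the rebuilt background. The deposited p-value scales the ChIP library down to its control, rounds the scaled pileup down and counts only values above it, whereas the whole-fragment p-value does none of these. Their shares in the difference were not separated. Both p-values take the background as known, although it comes from a shallower library. The whole-fragment p-value therefore overstates the evidence, and the same limit bears on the deposited p-values and q-values.

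Alternatives listed before the data were examined but not run number 60, all of them for the 8 results that need a GRCh37 annotation or sequence. With 1 library and a median of 25 fragments per summit, the list cannot show which of the weaker peaks would recur in another library.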

Other observations

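All tests in this part were chosen after the pattern they bear on was seen. The local background, which comes from the control, was raised without a break at 58 neighbouring peaks of chromosome 11, from position 100799238 to 106295149 (5.50 Mb). Its median there was 5.48 times the genome-wide level, and 1.22 times at the other 682 peaks of the chromosome. With thresholds of 1.5 and 3 times the genome-wide level in place of 2, the longest run overlapped this region and held 70 and 54 peaks. At 1.5 times it was longer (10.8 Mb, from position 95523066), and a run on chromosome 20, positions 31407738 to 35202214, held 69 peaks, so that the chromosome 11 run did not stand alone. At 2 times the longest run on chromosome 20 held 26 peaks.

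The longest run in 1000 permutations of the backgrounds over the peaks of chromosomes 1 to 22 and X held 9 peaks, which argues against a chance order. The background did rise with the ChIP signal: it was raised at 15.2% of the peaks of chromosomes 1 to 22 and X, and at 34.9% of 1683 peaks outside the run whose fragment numbers lay within the interquartile range of the run. Control reads that gather at enriched sites may therefore add to the raised background, although a peak over a raised background also takes more fragments to be called. When backgrounds were permuted only among peaks with like fragment numbers, in 20 bins, the longest run held 11 peaks, so this does not account for the length of the run. A gain of copies of the region may explain the run, as a hypothesis. At the 13 peaks of the run whose background was set by the 10 kb window, it was 3.72 times the genome-wide level. These peaks were chosen for a raised background, so the value cannot decide, and no measure of copy number was analysed here. Fold enrichment in the run had a median of 3.96, near the 4.01 of chromosomes 1 to 22 and X. Repeats stay open as well, since without an annotation no region could be identified as a repeat. With the threshold of 3 times, runs also spanned chromosome X positions 58565800 to 61723145 and chromosome 8 positions 43793829 to 46856365. Their median local background was 48.8 and 65.7 times the genome-wide level, far above the 5.48 of the chromosome 11 run. Their median fold enrichment was 1.77 and 1.78. The cluster of 27 peaks on chromosome 1 had 3.41 with a raised background. Whether any of these regions is a repeat was not tested, so their fold enrichment cannot decide. No biological explanation was tested.

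Clusters of peaks exceeded the shuffles under each explanation tested. Regional peak density, kept by moving each peak by at most 500 kb to either side, left 3.57 times as many clusters as shuffled. Without any peak of raised local background 815 clusters were found, against at most 238 in shuffles of those peaks within 500 kb, so repeats with a raised control do not account for the whole excess. Repeats that leave the control under 2 times the genome-wide level were not tested. Broad domains called as several peaks could raise the number of clusters. After peaks within 1000 bp were merged, 690 clusters were found, against at most 238 in shuffles of the merged peaks within 500 kb. Domains split into peaks within 1000 bp of each other therefore do not account for the whole excess. Domains split into peaks further apart, up to the stitching gap, still count as clusters after this merging. Whether such domains account for the excess was not tested. Density at scales below the whole window of 500 kb to either side, such as single gene loci, was not tested.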
